# NOTCH1 inhibition *in vivo *results in mammary tumor regression and reduced mammary tumorsphere-forming activity *in vitro*

**DOI:** 10.1186/bcr3321

**Published:** 2012-09-19

**Authors:** Matthew J Simmons, Ryan Serra, Nicole Hermance, Michelle A Kelliher

## Abstract

**Introduction:**

NOTCH activation has been recently implicated in human breast cancers, associated with a poor prognosis, and tumor-initiating cells are hypothesized to mediate resistance to treatment and disease relapse. To address the role of NOTCH1 in mammary gland development, transformation, and mammary tumor-initiating cell activity, we developed a doxycycline-regulated mouse model of NOTCH1-mediated mammary transformation.

**Methods:**

Mammary gland development was analyzed by using whole-mount analysis and by flow cytometry in nulliparous transgenic mice maintained in the presence/absence of doxycycline (or intracellular NOTCH1). Mammary tumors were examined histologically and immunophenotyped by staining with antibodies followed by flow cytometry. Tumors were transplanted into mammary fat pads under limiting dilution conditions, and tumor-initiating cell frequency was calculated. Mammary tumor cells were also plated *in vitro *in a tumorsphere assay in the presence/absence of doxycycline. RNA was isolated from mammary tumor cell lines cultured in the presence/absence of doxycycline and used for gene-expression profiling with Affymetrix mouse arrays. NOTCH1-regulated genes were identified and validated by using quantitative real-time polymerase chain reaction (PCR). Mammary tumor-bearing mice were treated with doxycycline to suppress NOTCH1 expression, and disease recurrence was monitored.

**Results:**

Similar to published studies, we show that constitutive expression of human intracellular NOTCH1 in the developing mouse mammary gland inhibits side branching and promotes luminal cell fate. These mice develop mammary adenocarcinomas that express cytokeratin (CK) 8/18. *In vivo *limiting-dilution analyses revealed that these mammary tumors exhibit functional heterogeneity and harbor a rare (1/2,978) mammary tumor-initiating cell population. With this dox-regulated NOTCH1 mammary tumor model, we demonstrate that NOTCH1 inhibition results in mammary tumor regression *in vivo *and prevents disease recurrence in four of six tumors tested. Consistent with the *in vivo *data, NOTCH1 inhibition reduces mammary tumorsphere activity *in vitro*. We also identify the embryonic stem cell transcription factor *Nanog *as a novel NOTCH1-regulated gene in tumorspheres and in mouse and human breast cancer cell lines.

**Conclusions:**

These data indicate that NOTCH1 inhibition results in mammary tumor regression *in vivo *and interferes with disease recurrence. We demonstrate that NOTCH1-transformed mouse mammary tumors harbor a rare mammary tumor-initiating population and that NOTCH1 contributes to mammary tumor-initiating activity. This work raises the possibility that NOTCH therapeutics may target mammary tumor-initiating cells in certain human breast cancer subtypes.

## Introduction

NOTCH activation has been implicated in several malignancies; notably T-cell acute lymphoblastic leukemia, chronic lymphocytic leukemia, glioblastoma, and breast cancer [1-11]. Overexpression of NOTCH receptors has been implicated in ductal carcinoma *in situ *(DCIS) and invasive breast cancer [12,13], and high levels of the NOTCH ligand JAG1 appear to predict a poor overall survival [14]. High NOTCH1-receptor levels have been linked with basal-like, triple-negative (estrogen receptor-, progesterone receptor-, and HER2-negative) breast cancer, and NOTCH1 levels correlate with abbreviated survival [15]. More recently, silencing of Lunatic Fringe, the glycosylase that regulates NOTCH1 ligand activity, has been observed in patients with basal-like breast cancer, and increased levels of intracellular NOTCH1 are detected in these patients' cells [16]. NOTCH1 activity levels have also been shown to correlate with the development of resistance to conventional as well as to targeted therapies [17-20], leading us to hypothesize that NOTCH1 may contribute to therapeutic resistance and disease recurrence by regulating breast tumor-initiating cell activity.

NOTCH pathway activation is triggered on ligand-receptor interaction. Mammals possess four NOTCH receptors (NOTCH 1-4) and five ligands (JAG1, 2, DELTA-like (DLL) 1, 3, and 4). Ligand binding stimulates two sequential proteolytic cleavages; the first in the extracellular domain mediated by metalloproteases of the ADAM family, and the second within the transmembrane domain mediated by the gamma-secretase complex. The second cleavage allows the release and translocation of the intracellular domain of NOTCH into the nucleus, where it associates with the CBF1/RBP-Jκ/Suppressor of Hairless/LAG-1 (CSL) repressor and on the recruitment of co-activators Mastermind-like 1 (MAML1) and CBP/p300 induces expression of NOTCH target genes, including HES1, HEY2, DELTEX1, and c-MYC [21]. Gamma secretase inhibitors (GSIs) have been shown to inhibit Notch1 and to have antileukemia activity *in vivo *[22-24].

Constitutive Notch1 signaling in the normal mouse mammary stem cell (MaSC) has been shown to stimulate differentiation toward a luminal fate, whereas suppression of Notch signaling in MaSC via *CSL *knockdown results in the expansion of the MaSC compartment [25,26]. These studies implicate Notch1 pathway activation in mouse luminal progenitor expansion and differentiation. NOTCH pathway activation has also been shown to enhance human mammosphere formation, which likely reflects NOTCH pathway effects on the human mammary stem or progenitor cells [27].

In addition to the Notch receptor family, the gamma-secretase complex regulates the expression of ErbB4, CD44, and E cadherin, cell-surface receptors known to contribute to tumor growth, migration, and invasion [28-30]. Thus, experiments that use GSIs to determine the effect(s) of Notch inhibition on tumor growth likely affect the stability of other substrates relevant to mammary gland transformation. Moreover, GSI studies fail to reveal which Notch receptor family member mediates the effects on tumor growth/survival.

To determine the specific effects of NOTCH1 activation/inhibition on bulk mammary tumor growth and on mammary tumor-initiating cells, we generated a mouse mammary tumor model in which human intracellular NOTCH1 expression is doxycycline regulated. Consistent with previous reports [25,26,31-33], we demonstrated that NOTCH1 signaling stimulates luminal cell fate and results in luminal lineage transformation. *In vivo *limiting-dilution analysis reveals that only a small percentage (~1/3,000) of NOTCH1-driven mammary tumor cells are capable of transplanting disease, revealing that mammary tumor-initiating cells contribute to disease pathogenesis in this model. We also demonstrated that NOTCH1 signaling is required for mammary tumor-initiating cell activity, as NOTCH1 inhibition results in rapid mammary tumor regression and delays and, in some cases, prevents disease recurrence. By using gene-expression profiling, we identified the embryonic stem cell transcription factor *Nanog *as a novel NOTCH1-regulated gene in mammary tumor cells. These data demonstrate that NOTCH1 activation stimulate luminal lineage development and implicate NOTCH1 in the regulation of mammary tumor-initiating activity.

## Materials and methods

## Mice histopathology and immunohistochemistry

The MMTV-tTA (C57BL/6) and tet-op-Notch^IC ^(FVB/N) mice were described previously [34,35] and generously provided by D. Tenen and A.J. Capobianco, respectively. Mice were maintained in mating pairs of MMTV-tTA/TOP-ICN1 females and MMTV-tTA males, and females were monitored weekly for signs of disease. Mice were killed when total tumor volume surpassed 1,000 mm^3^, as determined by external measurement by using calipers. Tumors were fixed in 10% formalin for 4 hours at room temperature or overnight at 4°C, then transferred to 70% ethanol and maintained at 4°C until mounting in paraffin and sectioning. Sections were stained with antibodies against mouse keratin 5 (PRB-160P; Covance, Princeton, NJ), keratin 8/18 (GP11; Progen Biotechnik, Heidelberg, Germany), keratin 14 (Clone LL002; Thermo Scientific, Waltham, MA) or estrogen-receptor alpha (sc-8005; Santa Cruz Biotechnology, Santa Cruz, CA). All animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Massachusetts Medical School.

### Establishment of tumor-derived cell lines

Primary mouse mammary tumors were minced with a razor blade and digested in DMEM/F12 (1:1) media supplemented with 5% fetal bovine serum (FBS) and 2 mg/ml collagenase (Gibco, Grand Island, NY) for 2 hours at 37°C. Samples were spun down and washed 5 times in PBS supplemented with 5% FBS and then plated onto 10-cm collagen-coated plates (BD Biosciences, San Diego, CA) in DMEM/F12 (1:1) media supplemented with 2% FBS and penicillin/streptomycin. Cell clusters were left undisturbed for 3 days, with subsequent media changes every 3 days, gradually increasing FBS concentration to 10%. When confluent, cells were passaged at a 1:2 or 1:3 dilutions after a 5-minute incubation with Versene (Gibco, Grand Island, NY) and maintained on standard tissue-culture plates.

### Mammary fat-pad transplants

For limiting-dilution studies, primary mammary tumors were digested as previously described [36,37]. In brief, tumors were sequentially digested at 37°C in 300 U/ml collagenase (Gibco, Grand Island, NY) plus 100 U/ml hyaluronidase (Sigma, St. Louis, MO) (2 hours), 0.25% trypsin (Gibco, Grand Island, NY) (2 minutes), and 5 mg/ml Dispase II (Roche, Indianapolis, IN) plus 0.1 mg/ml DNaseI (Sigma, St. Louis, MO) (5 minutes). Cells were filtered through a 40-μm mesh, counted, and enzymatic digestion was repeated until the suspension was >95% single cells. Serial dilutions were resuspended in 35 μl gelatinous protein mixture (Matrigel; BD Biosciences, San Diego, CA) and injected into the thoracic mammary fat pads of nude mice. For tumor-derived cell-line tumorigenicity assays, cultured cells were lifted by using Versene (Gibco, Grand Island, NY), followed by trypsin-EDTA treatment and filtering through a 40-μm mesh. Approximately 10^6 ^cells were resuspended in 35 μl Matrigel and injected into the thoracic mammary fat pads of nude mice.

### Tumorsphere cultures

Single-cell suspensions (>95% single cells) were generated from primary mammary tumors as described earlier. Cells were then plated in 3 ml defined tumorsphere media [38] plus 0.5% methylcellulose (R&D Systems, Minneapolis, MN) per well of a six-well ultra-low-attachment plate (Fisher Scientific, Pittsburgh, PA), at a concentration of 20,000 cells/ml. For doxycycline-treated samples, 2 μg/ml doxycycline was added to the culture media at the time of plating.

### Flow cytometry

Tumor samples, thoracic and inguinal mammary fat pads from nulliparous females, or tumor-derived cell lines were subjected to enzymatic digestion to create a single-cell suspension as described earlier. Antibodies against mouse antigens were purchased from BD Pharmingen (San Diego, CA) unless otherwise noted, and included Ter-119-PE, CD31-PE, CD45R-PE, CD61-FITC, CD24-biotin, streptavidin-APC, and CD29-PE-Cy7 (eBioscience, San Diego, CA). Cells were stained in PBS at 4°C for 25 minutes and analyzed live. For cell-cycle analysis, cells were fixed in 70% ethanol, stained with propidium iodide (PI), and analyzed for DNA content.

### Microarray analysis

Tumor-derived cell lines 8534 and 8542 were left untreated or treated with 2 μg/ml doxycycline for 24 hours. Cells were collected by scraping, and total RNA was isolated by using Trizol (Invitrogen, Grand Island, NY). After real-time PCR validation of NOTCH1 target-gene modulation, RNA samples were further purified by using the RNAeasy Mini kit (Qiagen, Valencia, CA) and hybridized to Affymetrix mouse genome 430A2.0 arrays (Affymetrix, Santa Clara, CA, USA). Raw data were processed with MAS5 analysis, and genes showing a >2.0-fold change in both cell lines were considered targets of interest. The data from these arrays have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE34146.

### Quantitative RT-PCR

Total RNA from cells was extracted by using Trizol (Invitrogen, Grand Island, NY). cDNA was prepared with the Superscript First Strand Synthesis kit (Invitrogen, Grand Island, NY), and PCR was carried out with SYBR Green (Qiagen, Valencia, CA). The following primers were used in this study: *hey1*, 5 -TGAGCTGAGAAGGCTGGTAC-3 (Forward) and 5 -ACCCCAAACTCCGATAGTCC-3 (Reverse); *deltex1*, 5 -TGCCTGGTGGCCATGTACT (Forward) and 5 -GACACTGCAGGCTGCCATC-3 (Reverse); β*-actin*, 5 -CGAGGCCCAGAGCAAGAGAG-3 (Forward) and 5 -CGGTTGGCCTTAGGGTTCAG-3 (Reverse); *c-myc*, 5 -CTGTTTGAAGGCTGGATTTCCT-3 (Forward) and 5 -GTCGTGGCTGTCTGCGG-3 (Reverse); *hes1*, 5 -AAGACGGCCTCTGAGCACA-3 (Forward) and 5 -CCTTCGCCTCTTCTCCATGAT-3 (Reverse); *nanog*, 5 -TCTTCCTGGTCCCCACAGTTT-3 (Forward) and 5 -GCAAGAATAGTTCTCGGGATGAA-3 (Reverse). The *nanog *primer set (PrimerBank ID 31338864a1) was obtained from PrimerBank [39].

### Western blotting

Protein was isolated from cells collected by using Versene, washed in PBS, and lysed in radioimmunoprecipitation assay (RIPA) buffer containing protease inhibitor tablets (Roche, Indianapolis, IN). Fifteen to twenty-five micrograms of total protein was resolved via 9% sodium dodecylsulfate-polyacrylamide gel electrophoresis (SDS-PAGE), as previously described [40]. Blots were probed with antibodies against intracellular NOTCH1 (provided by Jon Aster), active NOTCH1 (2421; Cell Signaling Technology, Danvers, MA), Nanog (AB9220; Millipore, Billerica, MA), cytokeratin 8/18 (GP11; Progen Biotechnik, Heidelberg, Germany), caspase-3 (Cell Signaling, Danvers, MA), and α-tubulin (T5168; Sigma, St. Louis, MO) or Erk1/2 (Cell Signaling, Danvers, MA) to control for equal loading. For MDA-MB-231 study, cells were left untreated or treated with the gamma-secretase inhibitor (GSI) Compound E (Axxora, Farmingdale, NY) at 10 μ*M *for the times noted, before cells were collected, and analyzed as described earlier.

### Mammary fat pad whole mounting

Inguinal fat pads were isolated from mice administered doxycycline-treated sugar water (10 μg/ml) for various time periods, spread on glass slides, and fixed in glacial acetic acid/ethanol (1:3) overnight. Samples were washed in 70% ethanol for 15 minutes, rinsed in distilled water for 5 minutes, and stained overnight in carmine alum solution. Samples were then dehydrated and transferred to xylene overnight for delipidation. Whole mounts were briefly air dried, and coverslips were mounted by using Permount (Fisher Scientific, Pittsburgh, PA).

### MTT assay

MTT cell-viability assays were performed as previously described [22], with the following modifications. In brief, approximately 10^4 ^cells/200 μl of a cell suspension were plated in a 96-well flat-bottom plate, ~16 hours before treatment. Cells were then left untreated or treated with 2 μg/ml doxycycline. After 72 hours, 20 μl of a 5-mg/ml 3-(4,5-dimethylthiazol-2-y1)-2,5-diphenyl tetrazolium bromide (MTT) solution (Sigma-Aldrich, St. Louis, MO) was added and incubated for 4 hours at 37°C. Media was then removed, and the reagent was solubilized with 100 μl dimethyl sulfoxide (DMSO) (Sigma-Aldrich, St. Louis, MO) and incubated for 10 minutes at room temperature. Plates were then analyzed at A595 wavelength. Data are plotted as absorbance and are the average of five independent experiments. The *P *values were calculated by using a two-tailed distribution and paired Student *t *test.

### Tumorsphere immunofluorescence

For detection of Keratin 8/18 and Nanog protein expression, primary mammary tumor cells were grown under mammosphere culture conditions for 7 days. Spheres were collected by pipette under a dissection microscope, pooled, washed, and digested in 0.25% trypsin (Gibco, Grand Island, NY) at 37°C for 5 minutes, and the resulting cell suspension was cytospun onto coverslips. In parallel, tumor-derived cell line 8542 was plated onto glass coverslips and allowed to grow for 48 hours before processing. Cell line and primary samples were fixed in 4% paraformaldehyde and permeabilized for 10 minutes in phosphate-buffered saline (PBS) containing 0.2% Triton X-100. Cells were washed with PBS containing 0.02% Triton X-100 and 10% FBS, followed by incubation with α-Keratin 8/18 (Progen Biotechnik, Heidelberg, Germany) and α-Nanog (Millipore, Billerica, MA) antibodies or IgG controls (Santa Cruz, Santa Cruz, CA) for 1 hour at room temperature. Cells were stained with FITC- or rhodamine-conjugated secondary antibodies (Santa Cruz, Santa Cruz, CA), and coverslips were mounted with Permount (Fischer Scientific, Pittsburgh, PA) and photographed under ultraviolet illumination at a magnification of 600X.

For detection of cell-surface marker CD61, tumorspheres were grown, collected, and digested with trypsin as described earlier to break up the spheres into loose aggregates of cells. Cells were resuspended in PBS plus 5% FBS and stained with CD61-FITC (1:75, eBioscience, San Diego, CA) or IgG-FITC at 4°C for 1 hour in the dark, and washed. Cells were then cytospun onto glass coverslips and mounted with DAPI-containing mounting medium and photographed under ultraviolet illumination at a magnification of 600X.

## Results

### NOTCH1 expression impairs ductal side branching and expands the mature luminal population

To investigate the role of NOTCH1 in mammary gland development and tumor progression, we mated mice expressing the human intracellular form of NOTCH1 under control of a tet-responsive promoter (Tet-Op-ICN1) with mice expressing the tet Transactivator under control of the MMTV promoter (MMTV-tTA) [34,41], allowing us to modulate expression of intracellular NOTCH1 in the developing mouse mammary gland. In the absence of doxycycline, these mice express intracellular NOTCH1, whereas addition of doxycycline to the drinking water suppresses NOTCH1 expression. Consistent with similar models [31-33], MMTV-tTA/TOP-ICN1 female mice appear normal at birth, and transgenic females had fully functional mammary glands capable of nursing their young. Whole-mount analysis of the mammary fat pad of 8- to 12-week-old nulliparous females revealed decreased ductal side branching in developing transgenic mammary fat pads compared with that in wild-type littermate controls (Figure 1A). Doxycycline administration suppressed intracellular NOTCH1 expression (see Additional file 1) and reversed this phenotype, with dox-treated mice exhibiting decreased side branching compared with untreated transgenic littermates (Figure 1A).

**Figure 1:**
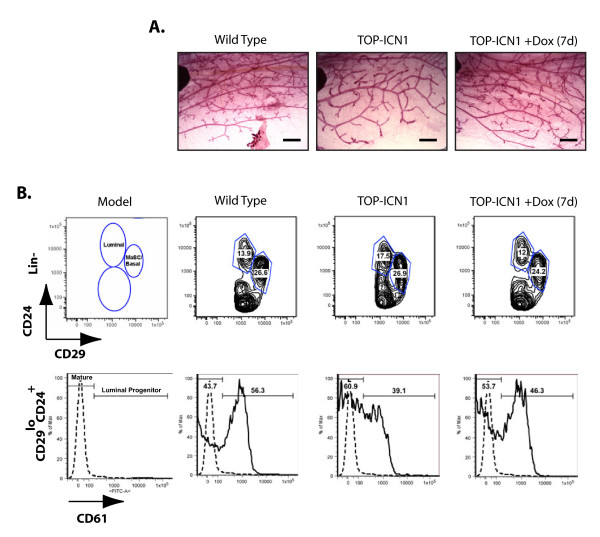
**Notch1 expression impairs ductal side branching and stimulates luminal differentiation**. **(A) **NOTCH1 inhibits mammary gland branching morphogenesis. Representative (*n *= 3) whole-mount analysis of mammary fat pads from wild-type, premalignant 3-month-old MMTV-tTA/Tet-Op-NOTCH1 or MMTV-tTA/Tet-Op-NOTCH1 mice treated with doxycycline for 7 days. Scale bars, 1,000 μm. **(B) **Constitutive NOTCH1 signaling promotes luminal differentiation. Matching fluorescence-activated cell sorting (FACS) histograms of mammary epithelial cells derived from the mice described in A. Cells were stained with antibodies against Ter119, CD45, and CD31, and the lineage-negative cells were then stained with CD29 and CD24 (top), and CD61 antibodies (bottom) and analyzed with flow cytometry. Dashed line, staining with an isotype-matched control.

Notch signaling is critical for proper mammary lineage specification and differentiation. Suppression of Notch signaling in the mammary epithelium of *Rbp-Jκ^fl/fl^;MMTV-Cre *mice, or knockdown of *Cbf-1 *in sorted mammary stem cells (MaSCs), leads to a block in mammary differentiation, resulting in the expansion of the MaSC population [25,26]. Conversely, constitutive Notch1 activation promotes luminal cell commitment, at the expense of the myoepithelial population, and confers self-renewal capacity on luminal progenitor cells in Matrigel assays [25].

To examine further the effects of NOTCH1 activity on mammary developmental fate and transformation, we stained cells isolated from the developing mammary gland with antibodies to surface markers and analyzed with flow cytometry. Published studies have shown that expression of CD29 (β_1_-integrin) and CD24 (heat-stable antigen) can be used to distinguish the luminal cell population (lin^-^CD29^lo^CD24^+^) from the combined mammary stem cell and basal cell subpopulations (lin^-^CD29^hi^CD24^+^). Analysis of the mammary fat pad of the premalignant MMTV-tTA/TOP-ICN1 mouse revealed a slightly expanded luminal cell population compared with wild-type littermates (average 22.5% versus 15.7%; SEM, 2.29% versus 1.09%; *n *= 5) (Figure 1B, top panels). Further separation of the luminal population into luminal progenitors and mature luminal cells on the basis of CD61 expression levels [42] reveals an average 47% (SEM 10.4%, *n *= 5; *P* < 0.05) decrease in the proportion of CD61^+ ^cells in mice expressing intracellular NOTCH1 (Figure 1B, bottom panels). Treatment of a premalignant MMTV-tTA/TOP-ICN1 littermate with doxycycline for 7 days before analysis results in a decrease in the relative proportion of luminal cells to levels comparable to those observed in control littermates. A shift in CD61 expression is also observed in the dox-treated mice, revealing a decrease in mature luminal cells and a corresponding increase in luminal progenitors (Figure 1B, top and bottom panels). The decrease in the frequency of CD61^+ ^luminal progenitors in the NOTCH1 transgenic mice was not due to NOTCH1 effects on CD61 mRNA levels (see Additional file 2).

The change in the percentage of luminal progenitors was highly reproducible in the five experiments performed, and the data were statistically significant (*P* < 0.05). The decreased frequency resulted in modest decreases in the absolute number of luminal progenitors in the NOTCH1 transgenic mammary gland (37,167 ± 6,406 SEM compared with wt control, 43,159 ± 5,643 SEM; *n *= 3 mice of each genotype); however, this decrease in luminal progenitor numbers was not manifest in statistically significant differences in colony-forming activity *in vitro *(data not shown). Collectively these data are consistent with other reports [25,26] that suggest that Notch1 promotes a luminal cell fate, and that the majority of these cells are fully differentiated in the premalignant gland.

### NOTCH1 expression results in mammary gland transformation

Previous Notch-driven mammary-tumor mouse models display varying phenotypes, ranging from mammary hyperplasia and DCIS in nulliparous mice to lactation-dependent regressing tumors and nonregressing invasive adenocarinomas [8,31-33]. To identify the target cell of NOTCH1-mediated transformation, we monitored a cohort of MMTV-tTA/TOP-ICN1 transgenic females and their wild-type littermates for disease development. Consistent with the MMTV expression in T cells and the demonstrated role of *Notch1 *as a T-ALL oncogene [4,5,40], 18% of the transgenic mice developed T-ALL-like disease and were excluded from this study (data not shown). The remaining cohort maintained under mating conditions developed mammary adenocarcinomas by 12 months of age, with a median tumor-free survival of 225 days and a penetrance of >90% (Figure 2A). Nulliparous females also developed mammary tumors with reduced penetrance and after an average latency of 353 days (see Additional file 3). Some mice displayed tumors in multiple mammary glands, although the majority (59%) of mice had a single mammary tumor.

**Figure 2:**
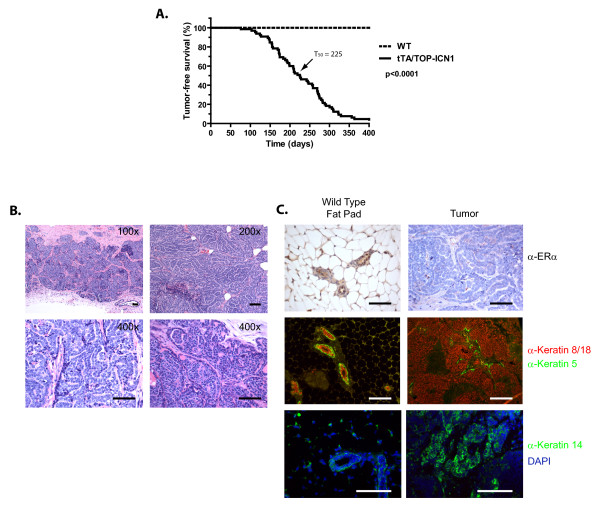
**Deregulated NOTCH1 expression results in mammary gland transformation**. **(A) **Constitutive NOTCH1 signaling results in mammary tumor formation. A cohort of wild-type (*n *= 15) and MMTV-tTA/TOP-ICN1 (*n *= 65) mice were maintained under mating conditions and monitored for tumor formation. The proportion of tumor-free mice was plotted by using the Kaplan-Meier software. **(B) **NOTCH1 expression leads to tubular adenocarcinomas. Sections from MMTV-tTA/TOP-ICN1 primary mammary tumors were fixed in 10% formalin, paraffin embedded, sectioned, and stained with hematoxylin and eosin (H&E). Analysis of tumors showed multiple initiations within a single fat pad, with cordlike structures of two or three cell layers separated by stroma. Scale bars, 100 μm. **(C) **NOTCH1-transformed mammary tumors are ERα-negative and express the luminal lineage cytokeratins 8 and 18. Tumor sections from wild-type mammary fat pad (left) or primary tumor (right) were stained with antibodies against ERα (top), Cytokeratin 8/18 and Cytokeratin 5 (middle), or Cytokeratin 14, and counterstained with DAPI (bottom). Scale bars, 100 μm.

Multiple, focal tumor initiations were observed within a single fat pad, composed of intertwining cords of neoplastic cells forming tubules two or three cells wide (Figure 2B). These strands are further delineated by a fibrovascular stroma, and some strands appear to contain a third cell population resembling myoepithelium. Some tumors also exhibited microcalcification and infiltrated the adjacent skeletal muscle (data not shown). The tumor cells displayed large nuclei with sparse cytoplasm and had a low mitotic rate.

Recent studies suggest that deregulated NOTCH1 signaling may contribute to relapse and/or chemotherapeutic resistance in triple-negative basal-like breast cancers, and that NOTCH signaling may be required to maintain ER-negative tumors [15,18,20]. Consistent with these findings and other mouse mammary tumor models, immunohistochemical analysis failed to detect ERα expression in these NOTCH1-induced mouse mammary tumors, whereas ERα reactivity was observed in the luminal cells of the wild-type mammary fat pad, as expected (Figure 2C, top panels). Keratin 14 (K14) is expressed in basal cells in the mouse mammary epithelium [43], and importantly, K14 is expressed by human and mouse mammary stem cell populations [44-46]. Immunohistochemical analysis of tumor sections with antibodies against Cytokeratins K8/18, K5, and K14 revealed that the NOTCH1-induced mammary tumors consist of K8/18-expressing cells, confirming that the tumor consists of primarily luminal epithelial cells (Figure 2C, middle right panel). Many tumors also contained rare cells (<1%) that stained positive for K14 or K5 (Figure 2C, right middle and bottom panel).

### NOTCH1 inhibition induces apoptosis of mouse mammary tumor cell lines

Primary mouse and human T-ALL cells are sensitive to the effects of Notch1 inhibition and undergo G_1 _arrest and/or apoptosis [4,5]. To determine whether mammary tumor growth/survival remains NOTCH1 dependent, we established cell lines from primary MMTV-tTA/TOP-ICN1 mammary tumors. Each cell line retained doxycycline responsiveness, as treatment with dox for 24 hours resulted in decreased ICN1 expression compared with untreated controls (Figure 3A). Consistent with tumor immunohistochemistry data, all four mammary tumor-derived cell lines expressed cytokeratin 8/18 (Figure 3B). Interestingly, the mammary tumor cell lines also expressed the basal markers K14 and/or K5 (Figure 3B), indicating that conversion to culture may select for a rare, double-positive mammary tumor cell. Transplantation of these mammary tumor cell lines into nude mice resulted in growth of mammary tumors that appeared histologically identical to primary tumors (see Additional file 4).

**Figure 3:**
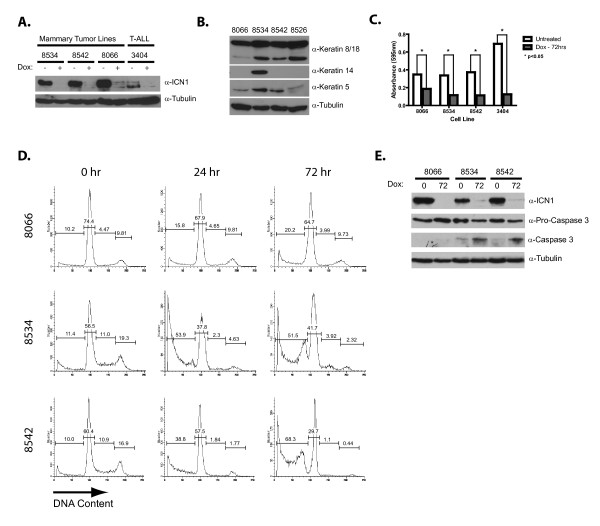
**NOTCH1 inhibition induces apoptosis of mammary tumor cells**. **(A) **NOTCH1 expression is rapidly suppressed in doxycycline-treated mammary tumor cell lines. Cell lines were left untreated or treated with doxycycline (2 μg/ml) for 24 hours, and lysates were analyzed for ICN1 expression with immunoblotting. A doxycycline-regulated T-ALL cell line 3404 is included as a control. **(B) **Mammary tumor cell lines express cytokeratin 8/18, but have variable expression of basal cytokeratins 5 and 14. Cell-line lysates were analyzed for CK8/18, CK5, and CK14 expression with immunoblotting. **(C) **NOTCH1 inhibition arrests mammary tumor cell growth. Three mammary tumor cell lines (8066, 8534, and 8542) and T-ALL cell line 3404 were left untreated or treated with doxycycline (2 μg/ml) for 72 hours, and cell growth was measured by using an MTT assay. The figure represents the average of three independent experiments, statistically analyzed by the Student paired t test. **(D) **NOTCH1 inhibition induces apoptosis of multiple mammary tumor cell lines. Tumor-derived cell lines 8066, 8534, and 8542 were treated with 2 μg/ml doxycycline or left untreated for 0, 24, or 72 hours. Cells were assayed for DNA content by staining with PI followed by flow cytometry. **(E) **NOTCH1 inhibition results in caspase 3 activation. Cells were left untreated or treated with doxycycline (2 μg/ml) for 72 hours, and lysates were analyzed for cleaved or total caspase-3 levels with immunoblotting.

To determine the consequences of NOTCH1 inhibition on mammary tumor growth/survival, we treated the mammary tumor cell lines with doxycycline for 72 hours and performed an MTT analysis. Doxycycline treatment resulted in >50% (*P* < 0.05) decrease in mammary tumor cell viability (Figure 3C). Cell-cycle analysis of the doxycycline-treated mammary tumor cell lines revealed increases in the sub-G_1 _population, with little to no evidence of cell-cycle arrest (Figure 3D). Consistent with these results, cleaved (active) caspase 3 was detected in two of three doxycycline-treated mammary tumor cell lines examined (Figure 3E). These studies reveal that a sustained NOTCH1 signal is required for the maintenance of the mammary tumor cell lines.

### NOTCH1 activation in mammary tumor cells induces Nanog expression

Previous studies have demonstrated the importance of *c-Myc *as a Notch1-regulated gene in T-ALL [40,47,48] and in mouse mammary tumorigenesis [32]. 

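The array experiment used 2 cell lines, 8534 and 8542, each established from an MMTV-tTA/TOP-ICN1 mammary tumor. In these lines the tetracycline transactivator drives human ICN1, the constitutively active intracellular domain of NOTCH1, and doxycycline switches the transgene off. Each line was left untreated or was treated with 2 µg/ml doxycycline for 24 hours, and total RNA was hybridized to Affymetrix mouse genome arrays, 1 array per line and condition. The 4 arrays therefore gave 1 untreated and 1 doxycycline-treated value in each of 2 lines, and the cell line served as the replicate (n = 2 lines), which limits the precision of every value. The authors processed the raw data with MAS5, which gives each probe set a background-corrected signal and scales each array to a common trimmed mean. The deposited values were the log2 of this signal. The 2% trimmed mean of the signal was 101.8 and 98.3 units on the untreated and treated arrays of line 8534, and 100 and 97.7 units on those of line 8542. The median probe set had a signal of 29.9 and 30.5 units in line 8534 and of 29.5 and 29.1 units in line 8542.

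Changes were taken within each line, as doxycycline over untreated, by 2 routes. The first was the rule of the methods, a change of more than 2-fold in both lines, over all 45037 probe sets left after 64 control probe sets were set aside. The second was a limma model with cell line as a block, run on the 33778 probe sets whose mean log2 value lay at or above the 25th percentile (2.94), with p values adjusted by Benjamini-Hochberg. Each of 18193 genes was represented by its probe set with the highest mean signal, and 27 gene lists fixed before the data were examined were tested as groups with camera. RNA quality was read from the control probe sets. The 3' to 5' log2 difference was 0.30 and 0.25 for β-actin on the untreated and treated arrays of line 8534, and 0.28 and 0.27 on those of line 8542. Low signals limit the ratios, because no floor or pseudocount was applied to the values and 20% of them lay under 5.52 units.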

To identify novel NOTCH1-regulated genes important in mouse mammary tumorigenesis, we performed a microarray analysis on untreated and doxycycline-treated mammary tumor cell lines (GEO accession number GSE34146). In addition to decreased expression of known NOTCH1-regulated genes, such as *Hes1, Deltex1, Hey1*, and *c-Myc*, suppression of NOTCH1 signaling resulted in a ninefold (*P* < 0.005) decrease in the expression of Nanog, a transcription factor required for the maintenance of embryonic stem (ES) cell pluripotency [49-51]. 

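Hey1, Dtx1 and Myc fell by more than 2-fold in both lines after 24 hours of doxycycline, and the signal of Nanog was lower in each. Hey1 (probe set 1415999_at), a transcriptional repressor induced by NOTCH signaling, fell from 1138 to 96.4 units in line 8534 (11.8-fold) and from 762 to 101 units in line 8542 (7.55-fold). Its mean log2 fold change was -3.24 ± 0.46 (SD, n = 2 lines; limma adjusted p = 0.000283). Dtx1 (1425822_a_at), which encodes the ubiquitin ligase Deltex1, fell 3.07-fold in line 8534 and 3.73-fold in line 8542, a mean log2 fold change of -1.76 ± 0.20 (limma adjusted p = 0.00143). Myc (1424942_a_at) fell 2.11-fold and 2.75-fold, a mean log2 fold change of -1.27 ± 0.27 (limma adjusted p = 0.00465). Without the block, the pairing by line, neither Dtx1 nor Myc passed (limma adjusted p = 0.0642 and 0.107), and Dtx1 did not pass over the mean of all its probe sets (adjusted p = 0.0826). The other probe set of Dtx1 (1458643_at, mean log2 value 1.38) lay under the expression filter. It was lower as well, with log2 fold changes of -0.75 in line 8534 and -1.23 in line 8542. Hes1 (1418102_at), another transcriptional repressor of the NOTCH pathway, was at 391 units in untreated and 224 units in treated 8534 cells (1.74-fold lower), and at 396 and 300 units in 8542 cells (1.32-fold lower). This change, -0.60 ± 0.28 on the log2 scale, was under 2-fold in both lines and did not pass the test (limma adjusted p = 0.0579).

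Nanog was measured by 1 probe set (1429388_at). Its signal was 13.8 units in untreated and 1.23 units in treated 8534 cells, 11.2-fold lower, and 16.0 and 2.24 units in 8542 cells, 7.16-fold lower. The mean log2 fold change was -3.17 ± 0.46 (SD, n = 2 lines), which corresponds to an 8.97-fold lower signal. Nanog signals were low on every array. Of all probe sets, 33.5% and 36.9% lay below it on the untreated arrays of lines 8534 and 8542, and 4.81% and 10.3% on the treated arrays. Its mean log2 value of 2.31 was under the expression filter, so that Nanog was not tested with the other genes. In a limma fit over all probe sets, added after the values were seen, its p was 0.00588 and its adjusted p was 0.0826. With signals under 5.52 units raised to that value, both treated arrays were at the floor and Nanog was at least 2.69-fold lower.

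**Figure D1:**
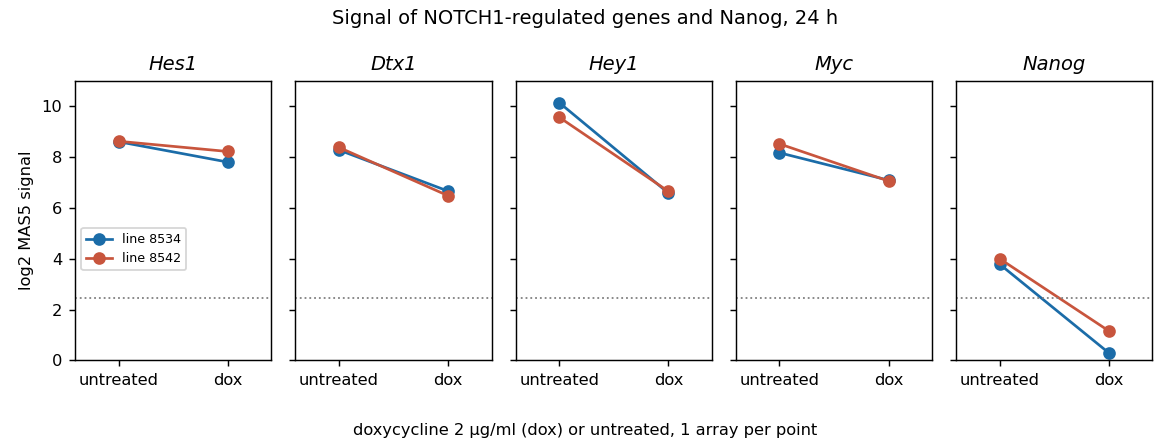
Log2 MAS5 signal of the NOTCH1-regulated genes and of Nanog on untreated and doxycycline-treated (dox, 2 µg/ml, 24 hours) arrays. Each point is 1 array, lines join the arrays of 1 cell line, and the dotted line marks the 20th percentile of all values (2.47). Hey1 moved from near 10 to below 7 in both lines, and only the treated values of Nanog lay under the dotted line.

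The paper sets Nanog beside these known NOTCH1-regulated genes, all compared with and without doxycycline, and from its decrease, together with quantitative real-time PCR and protein levels, states that NOTCH1 activity stimulates Nanog in mammary tumor cells.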

We validated this finding in multiple NOTCH1-transformed mammary tumor cell lines using quantitative real-time PCR and observed on average a fivefold decrease in *Nanog *mRNA levels in doxycycline-treated mammary tumor cells (Figure 4A). Decreased Nanog protein levels were also observed in doxycycline-treated mammary tumor cultures and correlated with decreased ICN1 expression (Figure 4B). We were, however, unable to detect Nanog expression in primary NOTCH1-transformed mammary tumors by using immunohistochemistry or quantitative real-time PCR (not shown). We hypothesize that Nanog expression may be limited to a subset of tumor cells and therefore plated primary tumors under tumorsphere conditions to select for mammary tumor-initiating cells. Nanog expression was detected in the nuclei of NOTCH1-transformed mammary tumor cell lines and in primary tumorspheres (Figure 4C, D).

**Figure 4:**
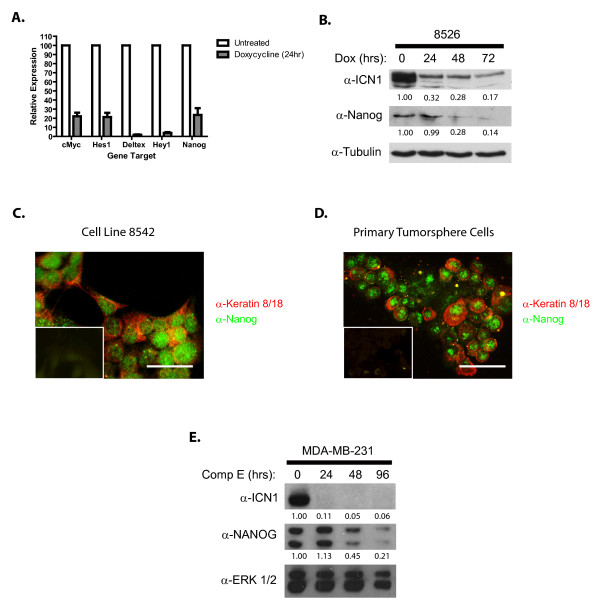
**NOTCH1 regulates Nanog expression in mouse mammary tumor cells**. **(A) **Nanog expression is suppressed on NOTCH1 inhibition. RNA was harvested from tumor cell lines left untreated or treated with doxycycline (2 μg/ml) for 24 hours and *c-Myc, Hes1, Deltex1, Hey1*, and *Nanog *expression levels determined with quantitative real-time PCR. Expression is normalized to the untreated control. **(B) **Doxycycline treatment reduces Nanog protein levels. The mouse mammary tumor lines (8542, 8526) were left untreated or treated with doxycycline (2 μg/ml) for the time periods indicated. Lysates were analyzed for ICN1 and Nanog expression with immunoblotting, and relative band intensities were quantified. **(C**, **D) **Nanog is expressed in the nuclei of NOTCH1-transformed mouse mammary tumor cell lines and primary tumorspheres. The mouse mammary tumor cell line 8542 was grown on coverslips, and primary tumorspheres were dissociated and centrifuged onto slides, followed by fixation in 4% paraformaldehyde. The cells were then permeabilized with Triton X-100 and immunostained by using antibodies against cytokeratin 8/18 (red) or Nanog (green). Cells were photographed at 400 × magnification. Scale bars, 100 μm. **(E) **NOTCH1 regulates NANOG expression in human breast cancer cells. The human basal-like breast cancer cell line MDA-MB-231 was left untreated or treated with the γ-secretase inhibitor Compound E (10 μ*M*) for the time periods indicated, and intracellular NOTCH1 and NANOG expression levels examined with immunoblotting.

To determine whether NOTCH1 contributes to the regulation of NANOG in human breast cancer cells, we treated the basal-like human breast cancer cell line MDA-MB-231 with the γ-secretase inhibitor (GSI) Compound E to interfere with NOTCH1 processing and assayed NANOG expression levels. We observed a 10-fold decrease in NANOG protein levels in the GSI-treated cells (Figure 4E), suggesting that NANOG may be NOTCH1-regulated in mouse and human breast cancer cells. Although conserved CSL sites were found in the mouse and human NANOG regulatory regions, we were unable to detect intracellular NOTCH1 binding to the mouse *Nanog *regulatory region, suggesting that NOTCH1 may indirectly regulate *Nanog *expression (data not shown).

### NOTCH1-induced mammary tumors consist of a mix of luminal progenitors and mature luminal cells

Mammary tumors derived from MMTV-*Wnt-1*, MMTV-*Neu*, and *p53^+/- ^*mice exhibit uniform Lin^-^CD29^lo^CD24^+ ^cell-surface marker profiles, but differ in CD61 cell-surface expression levels [52]. These findings, in conjunction with the differences seen between developing mammary glands in NOTCH1 transgenic mice and wild-type littermates (Figure 1), led us to hypothesize that NOTCH1-induced mammary tumors might express a distinct luminal surface-marker profile. Analysis of CD24 and CD29 surface-marker expression on the lineage-negative population of NOTCH1 mammary tumor cells revealed expression of a luminal cell profile (Lin^-^CD24^+^CD29^lo^), compared with wild-type mammary cells (Figure 5A and 5B). When the Lin^-^CD24^+^CD29^lo ^population is further analyzed for CD61 expression, we find that these mammary tumors do not appear to express CD61 (Figure 5B). Interestingly, when we analyzed tumor-derived cell lines 8542 and 8526 with flow cytometry, we found that the two cell lines are composed almost exclusively of luminal cells, but that unlike the primary tumor, the cell lines consist predominantly of CD61-positive cells (Figure 5B, C). Based on these data, we hypothesized that CD61^+ ^cells are present at low frequency in the primary mammary tumors. Consistent with this hypothesis, CD61^+ ^cells can be readily detected when primary mammary tumors are cultured under tumorsphere conditions (Figure 5D). These data indicate that the NOTCH1-induced mammary tumors are composed of a mixed population of luminal progenitors and mature luminal cells, and that conversion to culture selects for the luminal progenitors.

**Figure 5:**
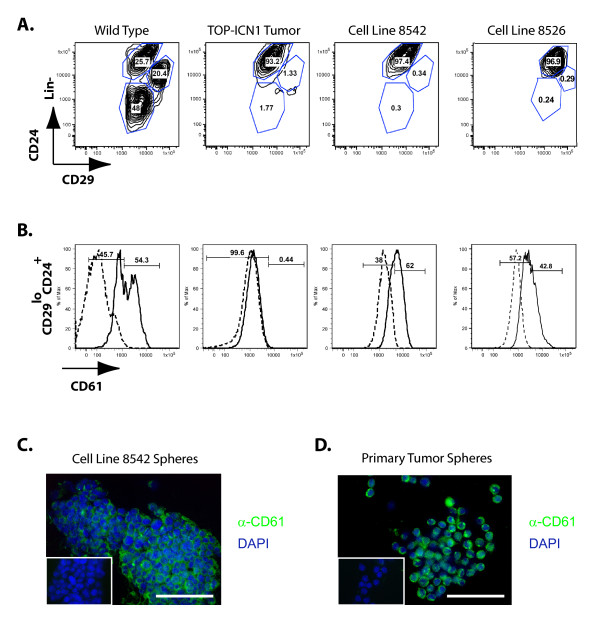
**NOTCH1-transformed mammary tumors consist of mature luminal and luminal progenitor cells**. **(A) **MMVT-tTA/TOP-ICN1 tumors and tumor cell lines are derived from luminal cells. Representative FACS profiles (*n *= 3) showing the expression of CD29 and CD24 in the CD45^-^CD31^-^Ter119^- ^(Lin^-^) population of the wild-type mammary gland, NOTCH1-transformed mammary tumor, or mammary tumor-derived cell line 8542. **(B) **Primary tumors consist of mature luminal cells, whereas tumor-derived cell lines consist of luminal progenitors. Representative histogram showing the CD61 expression levels within the Lin^-^CD29^lo^CD24^+ ^luminal cell populations shown in (A). *Dashed line*, staining observed with isotype-matched negative control. **(C**, **D) **Tumorsphere culture of primary NOTCH1-transformed mammary tumors enriches for CD61^+ ^cells. Tumor-derived cell lines (C) or primary mammary tumor cells (D) or were grown under tumorsphere conditions for 7 days, centrifuged onto slides, and stained with an isotype-matched control or anti-CD61-FITC antibody. Representative fields are shown at 400 × magnification (isotype control is shown in inset). Scale bars, 100 μm.

### NOTCH1 inhibition results in mammary tumor regression and delays disease recurrence

Previous studies suggest that human breast cancer cells become dependent on NOTCH1 in the absence of ERα or ERB2 signaling [15,18,20], raising the possibility that NOTCH inhibition may have therapeutic potential in TN human basal-like breast cancers. To determine whether NOTCH1 activity is required to maintain mammary tumor growth and survival *in vivo*, we administered doxycycline to tumor-bearing MMTV-tTA/TOP-ICN1 mice. Exposure to doxycycline to suppress intracellular NOTCH1 expression resulted in a 55% decrease in average tumor volume after 48 hours, and a >90% decrease in average tumor volume by day 9 (Figure 6A). To confirm that NOTCH1 signaling is impaired in regressing tumors, we isolated RNA from tumor-bearing mice left untreated or treated with doxycycline. Real-time quantitative PCR analysis revealed decreases in *Hes1, Deltex1*, and *c-Myc *expression levels in tumors isolated from dox-treated mice compared with untreated controls, thereby confirming repression of NOTCH1 signaling in the dox-treated mammary tumor-bearing mice (Figure 6B).

**Figure 6:**
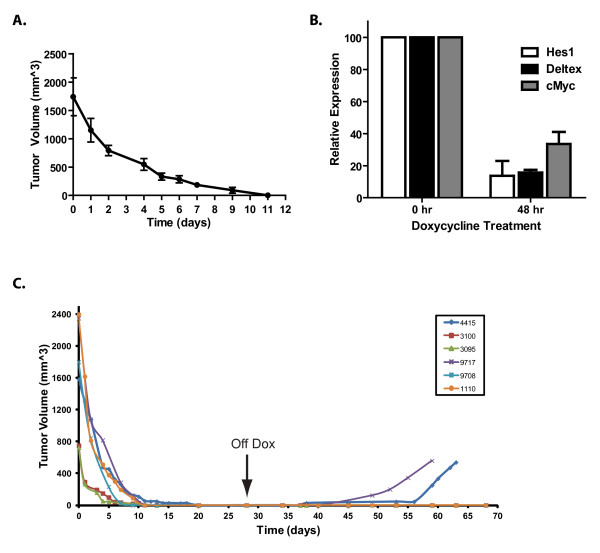
**NOTCH1 inhibition results in mammary tumor regression *in vivo *and reduces tumorsphere activity *in vitro***. **(A) **NOTCH1 inhibition *in vivo *results in rapid mammary tumor regression. Tumor-bearing mice (*n *= 5) were treated with doxycycline (10 μg/ml) for 11 days, and tumor volume was monitored externally by using calipers. The graph shows average tumor volume over time and standard error. **(B) **Doxycycline treatment results in decreased NOTCH1 target-gene expression. Total RNA was harvested from mammary tumors isolated from mice left untreated or treated with doxycycline (10 μg/ml) for 24 or 48 hours. *Hes1, Deltex1*, and *c-Myc *expression levels were quantified by using real-time quantitative PCR. Results were plotted relative to untreated levels. **(C) **NOTCH1 inhibition *in vivo *interferes with disease recurrence. Tumor-bearing MMTV-tTA/TOP-ICN1 transgenic mice were administered water containing doxycycline (10 μg/ml) for 28 days, and tumor volume was monitored externally by using calipers. Doxycycline was then removed from the water, and mice were monitored for tumor regrowth for an additional 40 days. Mice that failed to exhibit tumor regrowth were then killed and examined histologically for the presence of residual mammary tumor cells.

To determine whether NOTCH1 inhibition interferes with or prevents disease recurrence, we treated six tumor-bearing mice with doxycycline for 28 days, and then removed dox from the drinking water and monitored the animals for disease recurrence. Tumor regrowth was observed within 40 days of dox withdrawal in two of six tumor-bearing mice (Figure 6C). However, disease was not detected in the remaining four dox-treated mammary tumor-bearing mice, indicating that NOTCH1 inhibition was sufficient to prevent disease recurrence in these mice.

### Mammary tumor-initiating cells contribute to NOTCH1-mediated mammary tumorigenesis

Accumulating evidence suggests that certain tumors exhibit functional heterogeneity and that tumor initiation may be driven by a subset of cells designated tumor-initiating or tumor stem cells [53]. With a novel orthotopic mouse model, progress has been made in identifying a breast cancer stem or initiating population from TN breast cancer patients [54]. To determine whether NOTCH1-mediated mammary tumorigenesis is driven by a rare tumor-initiating cell, we performed an *in vivo *limiting-dilution assay. Four independent NOTCH1-driven mouse mammary tumors were injected as serial dilutions into the thoracic mammary fat pad of immunodeficient mice, and recipient mice were monitored for disease development. The frequency of mammary tumor-initiating cells was calculated by using the software program L-Calc (StemCell Technologies, Vancouver, Canada) and estimated to be 1/2,978 cells [95% confidence interval (95% CI), 1/5,689 to 1/1,559] (Table 1). This analysis revealed that the mammary tumor-initiating cell in this mammary tumor model is relatively rare and that the bulk of the NOTCH1-transformed mammary tumor cells lack the capacity to initiate disease in immunodeficient recipient mice.

**Table 1:** Limiting-dilution analysis of primary MMTV-tTA/TOP-ICN1 tumor cells

Number ofinjected cells	Number of micedeveloping tumors	Average latency(days)
10^6^	4/4	15.75 (± 3.5)
10^5^	7/7	20 (± 6.3)
10^4^	11/12	42 (± 13.6)
10^3^	6/14	43 (± 11.2)
10^2^	0/10	>100
Repopulating frequency (95% confidence interval), 1 in 2,978 (1/5,689 to 1/1,559).		

Number of positive outgrowths is shown as the number of mice developing tumors per the number of mice injected. Serial dilutions of primary tumor cells were resuspended in Matrigel, transplanted into the thoracic mammary fat pads of nude mice; transplanted mice were monitored for disease. Data are pooled from four independent mammary tumors. Tumor-repopulating frequency was calculated by using L-Calc limiting-dilution analysis software.

### NOTCH1 mediates tumorsphere colony activity *in vitro *{2nd level heading}

Our studies using doxycycline to suppress NOTCH1 activity in tumor-bearing mice suggest that NOTCH1 inhibition prevents or, at a minimum, delays disease recurrence (Figure 6C). We then tested whether NOTCH1 activity was required for mammary tumor-initiating cell activity by using an *in vitro *tumorsphere assay [38,55]. Tumorsphere-forming cells increase after neoadjuvant chemotherapy, and the molecular profile of tumors obtained after chemotherapy resembles the gene-expression profile of tumorsphere cells, suggesting that this assay enriches for tumor-initiating cells [56,57]. Primary NOTCH1-transformed mammary tumor cells formed spheres in culture at a rate of 1 in 268 (0.37%) (Figure 7A). Importantly, the ability of these cells to form tumorspheres *in vitro *remains dependent on the expression of intracellular NOTCH1, as treatment of primary mammary tumor cells with doxycycline results in a >75% decrease in the number of tumorspheres (Figure 7A, and see Additional file 5; *P *< 0.0001). The tumorspheres appeared enriched in Notch1-active cells, as *Deltex1 *expression was increased in the spheres compared with the primary tumors from which they were derived (Additional File 5). The tumorspheres that did emerge in the dox-treated cultures were noticeably smaller and less defined in structure than were the cultures in which intracellular NOTCH1 remained expressed (Figure 7B). Together, these data suggest that NOTCH1 contributes to mammary tumor-initiating activity *in vitro *and potentially *in vivo*.

**Figure 7:**
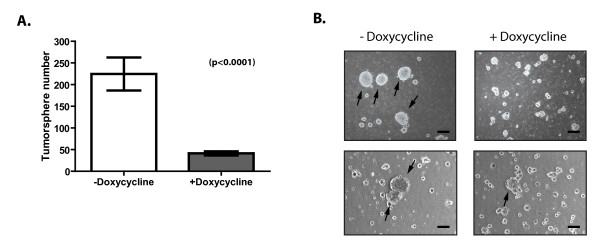
**NOTCH1 inhibition reduces mammary tumorsphere formation**. **(A) **Quantification of tumorsphere-forming potential of primary tumor cells isolated from dissociated MMTV-tTA/TOP-ICN1 tumors left untreated or treated with doxycycline (2 μg/ml) for 8 days. Error bars denote standard error (*n *= 3). **(B) **Representative images of untreated and doxycycline-treated mammary tumorspheres showing relative difference in tumorsphere size and morphology. Examples of spheres that were counted are indicated with arrows.

## Discussion

Notch1 has been shown to promote commitment of mouse mammary stem cells along the luminal lineage [25,58]. Consistent with these and other studies [26,31-33], we show that constitutive expression of intracellular NOTCH1 in the developing mouse mammary gland stimulates luminal fate, ultimately resulting in transformation of the mammary gland. The mammary tumors predominantly express the luminal lineage marker keratin 8/18. Interestingly, in our model expression of human intracellular NOTCH1 in the developing mouse mammary gland did not result in induction of diverse tumor types that regressed upon weaning. Nor did the transgenic females exhibit any difficulty nursing their young. This is in contrast to transgenic models that constitutively express mouse ICN1 driven by the Mouse Mammary Tumor Virus (MMTV) LTR. These mice are unable to nurse their young and they develop lactation-dependent papillary tumors that regress upon involution [31,32]. The reasons for the phenotypic differences could reflect transgene expression levels or the timing of transgene induction since our model is doxycycline-regulated. Alternatively, human ICN1 may not interact with a mouse co-factor essential for lactation.

Using an *in vivo *limiting-dilution assay, we provide evidence that NOTCH1-transformed mammary tumors are functionally heterogeneous and estimate the frequency of mammary tumor-initiating cells to be approximately 1/3000 cells. We demonstrate that doxycycline treatment or NOTCH1 inhibition *in vivo *prevents disease recurrence in 4 of 6 mice examined. However, disease recurred within 21 days in 2 tumor bearing mice treated with dox, suggesting that NOTCH1 inhibition in these tumors was not sufficient to eliminate the tumor-initiating cells. These relapsed mammary tumors may contain increased numbers of mammary tumor-initiating cells and/or harbor genetic changes that render the tumors NOTCH1 independent.

Consistent with the *in vivo *limiting-dilution analyses, a subpopulation of NOTCH1 transformed mammary tumor cells grow in an *in vitro *tumorsphere assay and importantly, doxycycline treatment significantly reduces sphere number and size. The tumorsphere assays revealed that NOTCH1 is required both for the initiation and maintenance of tumorspheres *in vitro *and potentially for mammary tumor-initiating activity *in vivo*.

GSI treatment of ERB2-induced mouse mammary tumors reduced tumorspheres *in vitro *and interfered with the ability of the mammary tumor-initiating cells to induce disease in immunodeficient mice [59]. These studies are consistent with our findings and collectively suggest that NOTCH inhibitors may target mammary tumor-initiating cells driven by other oncogenes and not be limited to mammary tumors that exhibit NOTCH pathway activation.

NOTCH pathway activation has also been implicated in human mammary tumor-initiating cell biology. GSI treatment or treatment with an anti-NOTCH4 monoclonal antibody significantly reduces human tumorsphere formation *in vitro *[60]. Studies in the human breast cancer cell lines MCF7 and MDA-MB-231 show that NOTCH1 or NOTCH4 silencing reduces tumorsphere formation and inhibits tumor growth *in vivo*; however, NOTCH4 suppression appears to have the greatest inhibitory effect [61]. Thus, its possible that NOTCH4 is the relevant NOTCH receptor in human breast cancer-initiating cells.

To identify NOTCH1-regulated genes that might mediate mammary tumor-initiating cell activity, we applied transcriptional profiling to two mammary tumor cell lines in the absence/presence of doxycycline. 

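Genes of DNA replication and mitosis fell together in both lines. Of 30 genes of DNA replication and the G1/S transition tested, 28 fell and none rose (29 fell and none rose when adjusted over the list alone), and the median member fell 5.47-fold in line 8534 and 6.44-fold in line 8542. Among them were the thymidine kinase Tk1 (15.9-fold and 48.8-fold lower in lines 8534 and 8542), the ribonucleotide reductase subunit Rrm2 (7.80-fold and 63.7-fold), Pole, the catalytic subunit of DNA polymerase epsilon, and the origin licensing factor Cdc6. With treated signals under 5.52 units raised to that value, Pole fell 30.4-fold and 32.5-fold, and Cdc6 5.44-fold and 35.6-fold. Of 31 mitosis genes, 30 fell and none rose (30 and none when adjusted over the list alone), with a median fall of 4.60-fold in line 8534 and 13.8-fold in line 8542. Mki67, the gene of the proliferation marker Ki-67, fell 9.92-fold and 25.2-fold, and the spindle checkpoint kinase Bub1 fell 6.79-fold and 35.2-fold. MYC target and nucleolar genes fell by less. Of 34 tested, 17 fell and none rose (26 fell and 1 rose when adjusted over the list alone), with a median fall of 1.39-fold and 1.76-fold, and Fbl, Nop56 and Nop58, proteins of nucleolar RNA processing, fell by more than 2-fold in both lines. The camera adjusted p was 2.3e-32 for the replication list, 1.37e-29 for the mitosis list and 3.27e-12 for the MYC list. With an estimated correlation these became adjusted p = 0.647, adjusted p = 0.647 and adjusted p = 0.66. That version rests on 1 residual degree of freedom and cannot decide whether a list shifted.

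**Figure D2:**
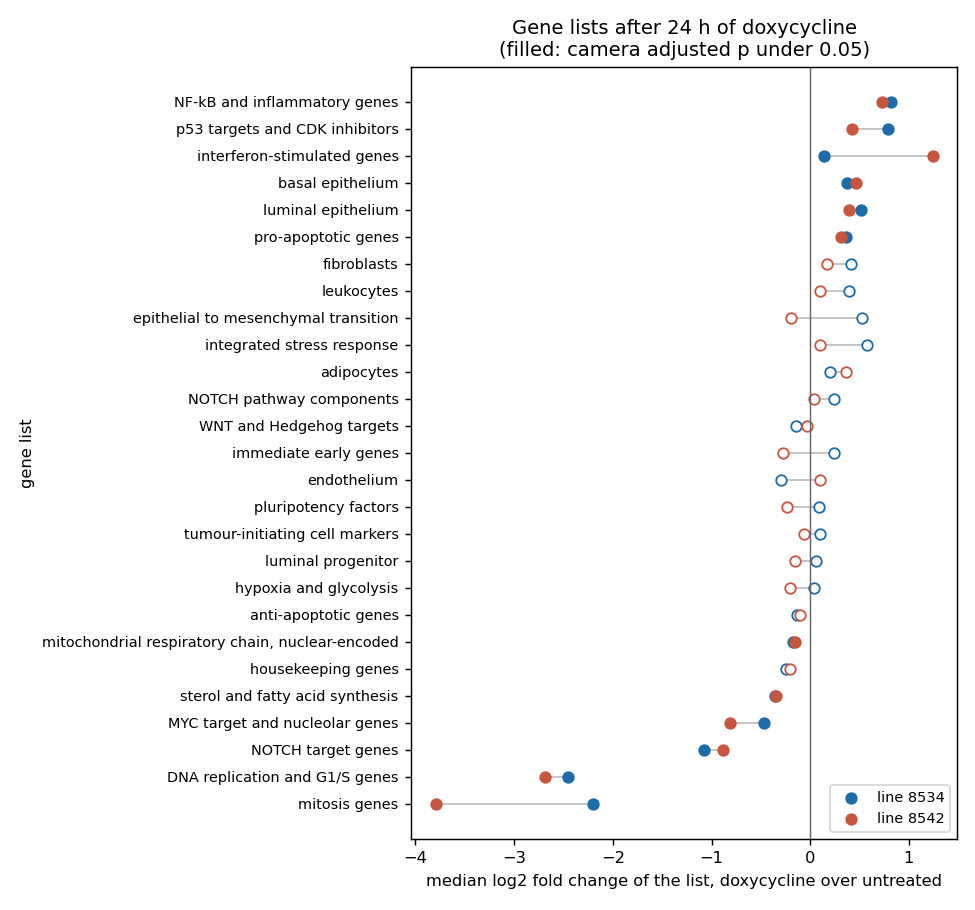
Median log2 fold change (doxycycline over untreated, 24 hours) of the 27 gene lists in each cell line, 1 point per line and list. Filled points mark lists with a camera adjusted p under 0.05. The mitosis list lies at -2.20 in line 8534 and -3.79 in line 8542, and the NF-kB list at 0.81 and 0.73.

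The single largest fall was that of Scgb3a2, which encodes a secretoglobin, from 3397 to 1.66 units in line 8534 and from 3884 to 22.6 units in line 8542. The other genes among the 15 with the largest falls were the replication and repair genes Chtf18, Pole, Rad54b and Tk1, the mitosis genes Ska1, Cenpi, Spc24, Nuf2 and Melk, the cell-cycle regulator E2f8, the NOTCH target Hes5, the growth factor Fgf15 (50.3-fold and 42.2-fold), the potassium channel Kcnk5, and Akr1cl (32.1-fold and 21.7-fold). This order rests in part on signals near background, since the treated signals of Chtf18, Pole, Rad54b and E2f8 in both lines, and of Ska1, Cenpi, Nuf2 and Melk in line 8542, lay under 5.52 units. The 15 genes with the largest rises included Efhd1 (16.7-fold and 18.9-fold), the chemokine Ccl5 and the neurotrophic factor Artn (10.4-fold and 30.9-fold, and 11.4-fold and 10.3-fold, with untreated signals under 5.52 units raised to that value), the transglutaminase Tgm2, the smooth muscle protein Tagln and the matrix protein Thbs1. Ctsw, Thsd4, Rgs16, Ifit3 and Lims2 rose as well. Tspan1 rose by its probe set with the highest signal, but not over the mean of its probe sets (limma adjusted p = 0.0809), whereas Klhl30 and Fam241a, also among the 15, did not pass the test (limma adjusted p = 0.0514 and 0.0621).

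By the rule of more than 2-fold in both lines, 1551 probe sets were higher and 1980 were lower, of 45037. Shuffling the changes of line 8542 among probe sets of similar level gave 917 and 881 on average, and 602 and 639 are expected of independent lists. In limma 1245 probe sets were higher and 1872 lower, of 33778 tested. Of these, 477 and 970 were also past the 2-fold rule. The changes of the 2 lines correlated across tested probe sets, which are not independent replicates, with a Pearson r of 0.45 and a Spearman rho of 0.41. The number of limma calls rests on the intensity trend in its variance model, since without the trend no probe set passed (lowest adjusted p = 0.223; 2444 higher and 2846 lower at an unadjusted p under 0.05), and on the pairing by line, since 9 were higher and 83 lower without the block. In simulated data with few changed probe sets 30.1% of limma calls were false. The fold rule gave 788 higher and 1276 lower among the probe sets tested in limma.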

We found the expression of several NOTCH1-regulated genes such as *Hes1, Hey1, Deltex1 *and *c-Myc *significantly reduced upon doxycycline treatment. In addition to these target genes, NOTCH1 activation stimulates expression of embryonic stem (ES) cell pluripotency transcription factor *Nanog*. 

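Beyond the genes named in the paper's array result, the largest falls among the NOTCH target genes were those of Hes5 (63.9-fold in line 8534 and 49.4-fold in line 8542), of Nrarp, a feedback inhibitor of NOTCH signaling (21.6-fold and 31.6-fold), and of the HES-related repressors Heyl (13.4-fold and 22.6-fold) and Hey2 (14.0-fold and 17.1-fold). The limma adjusted p was 7.86e-05 for Hes5 and Nrarp, 0.000164 for Heyl and 0.000339 for Hey2, and the other probe sets of Hes5, Nrarp and Heyl fell as well. Ccnd1, which encodes cyclin D1, fell 7.13-fold and 7.35-fold, and Notch3 fell 2.35-fold and 1.85-fold. Of 21 NOTCH target genes tested, 11 fell, 2 rose and 8 did not pass the test (12 fell and 3 rose when adjusted over the list alone), and the median member was 2.11-fold lower in line 8534 and 1.85-fold lower in line 8542. The genes that rose, named after their values were seen, were Nfkb2, an NF-kB subunit, and Cdkn1a, which encodes the CDK inhibitor p21. As a group the list fell (camera adjusted p = 5.73e-07). With an estimated correlation the camera adjusted p was 0.647, although that correlation, 0.0095, was close to the preset 0.01. That version rests on 1 residual degree of freedom and cannot decide whether the list shifted. Birc5 and Ccnd1 stand in this list and also among the mitosis and replication genes.

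**Figure D3:**
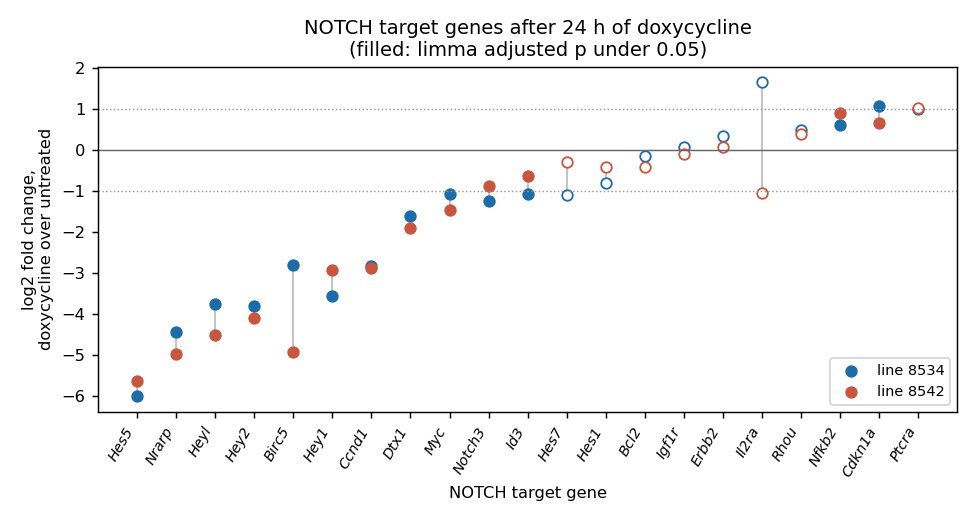
Log2 fold change (doxycycline over untreated, 24 hours) of the 21 NOTCH target genes tested, 1 point per cell line. Filled points mark genes with a limma adjusted p under 0.05, and dotted lines mark a 2-fold change. Nrarp lies at -4.43 and -4.98, and Hes1 at -0.80 and -0.40.

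Receptors, ligands and modifiers of the pathway did not move as a group. Of 33 pathway components tested, 4 rose, 3 fell and 26 did not pass the test (4 rose and 3 fell when adjusted over the list alone), and the camera adjusted p was 0.649. Lfng, a glycosyltransferase that modifies NOTCH receptors, rose 4.39-fold and 5.80-fold. Notch2 rose 1.39-fold and 1.66-fold. The other genes that rose, named after their values were seen, were Furin and Fbxw7. Notch1 fell 1.94-fold and 1.41-fold, Jag1 fell 1.65-fold and 6.12-fold, and Notch4 fell 3.94-fold and 7.92-fold with its treated signal in line 8542 (1.81 units) raised to 5.52 units. The Notch1 probe set was designed to the mouse gene whereas the ICN1 transgene is human, and whether it also detects the transgene was not tested. Over the mean of all probe sets of the gene the calls of Notch4, Jag1 and Lfng were lost (limma adjusted p = 0.574, 0.177 and 0.203), and that of Jag1 also with quantile normalization (adjusted p = 0.0595). The other probe set of Lfng lay under the expression filter (mean log2 value 1.20) and changed by 0.36 and 0.12 on the log2 scale. Notch4 and Jag1 each had 1 other probe set that changed in the opposite direction. Jag2, Dll1, Dll3, Rbpj, Maml1 and Numb had mean log2 fold changes between -0.13 and 0.56 and did not pass the test. Nor did Dll4, whose 2 probe sets differed (0.063 and -2.30, limma adjusted p = 0.939 and 0.0995).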

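As a group, the other pluripotency factors that were tested did not move with Nanog. Of 27 pluripotency genes on the array, 19 were tested. The rest lay under the expression filter, as Nanog did, so that the tested group held no gene of so low a signal. Of 19 pluripotency genes tested, 2 rose, 1 fell and 16 did not pass the test (2 rose and 1 fell when adjusted over the list alone). Tfcp2l1, a transcription factor of naive ES cells, rose 2.29-fold in line 8534 and 4.38-fold in line 8542 (limma adjusted p = 0.00688), although the mean of all its probe sets changed by 0.52 on the log2 scale and lay under the filter. The other called genes, named after their values were seen, were Klf5, which rose, and Rif1, which fell. The median member changed by 0.09 on the log2 scale in line 8534 and by -0.24 in line 8542, and the list did not differ from other genes (camera adjusted p = 0.801). Sox2 was at 916 units in untreated and 745 units in treated 8534 cells, and at 441 and 297 units in 8542 cells, a mean log2 fold change of -0.43 ± 0.19 (SD, n = 2 lines; limma adjusted p = 0.0977). Pou5f1, the gene of Oct4, was near background, at 9.46 and 1.99 units in untreated and treated 8534 cells and at 1.08 and 0.56 units in 8542 cells. Like Nanog, it lay under the expression filter and was not tested (limma adjusted p = 0.431 over all probe sets).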

The Nanog-Oct4-Sox2 (NOS) transcription factors activate self-renewal and inhibit differentiation in human and mouse ES cells and the NOS signature is enriched in claudin-low and basal-like breast cancer subtypes [62-64]. Consistent with these findings, we show that treatment of the ER-negative, basal-like human breast cancer cell line MDA-MB-231 with a gamma-secretase inhibitor reduces intracellular NOTCH1 and NANOG protein levels.

Like CD61, Nanog expression was not detected in the primary mouse mammary tumor tissue but was readily observed in the nuclei of the CD61-positive mammary tumor cell lines and tumorspheres. These data suggest that NOTCH1 regulation of Nanog may be cell-type or developmental stage specific. Thus, NOTCH1 may induce *Nanog *expression in luminal progenitors and mammary tumor-initiating cells but not in the bulk differentiated tumor cells. Although CSL sites are present in the mouse *Nanog *regulatory region, we were unable to demonstrate NOTCH1 or Mastermind-like 1 recruitment to the mouse *Nanog *locus, leading us to speculate that NOTCH1 may indirectly regulate *Nanog *expression in mammary tumor- initiating cells. Consistent with this hypothesis, ChIP-seq analysis has suggested that NOTCH1 binds the genome in association with the zinc finger protein ZNF143 [65] and Nanog expression in mouse ES cells has been linked to *Znf143 *regulation [66]. Thus, Notch1 and Znf143 may co-regulate *Nanog *expression in mammary tumor-initiating cells. Consistent with our findings in the mouse, siRNA studies have demonstrated that OCT4 and NANOG expression are required for human breast tumor-initiating activity [62].

## Conclusions

The relative resistance of breast cancer stem cells to conventional and targeted therapies highlights the need to develop agents able to target this population. Our findings in this NOTCH1 mammary tumor model implicate NOTCH1 as a potential therapeutic target in breast tumor-initiating cells.

## Abbreviations

CSL: CBF1/RBP-Jκ/Suppressor of Hairless/LAG-1; DCIS: ductal carcinoma *in situ*; EMT: epithelial mesenchymal transition; ER: estrogen receptor; ESC; embryonic stem cell; GSI: gamma secretase inhibitor; HER-2: human epidermal growth factor receptor-2; ICN1: human intracellular NOTCH1; MaSC,: mammary stem cell; NOS: Nanog-Oct4-Sox2; PR: progesterone receptor; TN: triple negative.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MS carried out all the experiments with assistance from NH. RS assisted with the chromatin immunoprecipitation experiments. MS and MK designed the experiments, analyzed the data, and wrote the manuscript. All authors read and approved the manuscript.

## Authors' details

^1^MS, NH, and MK are members of the Department of Cancer Biology at the University of Massachusetts Medical School.

^2^RS is a member of the Program in Gene Function and Expression, University of Massachusetts Medical School. Worcester, MA, USA.

## Supplementary Material

Additional file 1 **Nulliparous MMTV-tTa/TOP-ICN1 mice express increased levels of intracellular NOTCH1 compared with littermate controls**. Age-matched, nulliparous MMTV-tTa/TOP-ICN1 mice and littermate controls were left untreated or were administered doxycycline (10 μg/ml) in their drinking water for 7 days. Mammary glands were isolated, and intracellular NOTCH1 protein levels were determined with immunoblotting. ERK1/2 was used as a loading control. Click here for file

Additional file 2 **NOTCH1 activity does not significantly alter CD61 expression levels**. Mammary tumor cell lines were left untreated or were treated with doxycycline (2 μg/ml) for 24 hours. Total RNA was harvested and *CD61, Hes1*, and *Deltex1 *mRNA levels determined using quantitative real-time PCR. The figure represents an average of two independent cell lines. Click here for file

Additional file 3 **Nulliparous MMTV-tTA/TOP-ICN1 transgenic mice develop mammary tumors after a long latency**. A cohort of nulliparous MMTV-tTA/TOP-ICN1 mice (*n *= 14) and littermate controls (*n *= 15) were monitored for tumor formation and compared with cohorts of MMTV-tTA/TOP-ICN1 transgenic mice (*n *= 65) maintained under mating conditions. The proportion of tumor-free mice was plotted by using the Kaplan-Meier software. Click here for file

Additional file 4 **Mammary tumor-derived cell lines produce tumors morphologically identical to primary tumors**. Tumor-derived cell lines were injected into the mammary fat pads of nude mice, and the resulting tumors were fixed in 10% formalin, paraffin embedded, sectioned and stained with hematoxylin and eosin (H&E). Representative fields are shown at 400X magnification. Click here for file

Additional file 5 **Mammary tumorspheres are enriched in NOTCH1 activity and remain doxycycline responsive**. Primary mammary tumor cells were plated in the tumorsphere assay and were left untreated or were treated with 2 μg/ml doxycycline for 24 hours. Total RNA was harvested from pooled spheres, and *Deltex1 *mRNA levels were determined using quantitative real-time PCR. The figure represents the average from two independent experiments and was normalized to primary tumor RNA. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

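RNA from 2 doxycycline-regulated mammary tumor cell lines, 8534 and 8542, each untreated or treated with 2 µg/ml doxycycline for 24 hours, was measured on 4 Affymetrix arrays, 1 per line and condition. The methods name the A version of the mouse genome array, whereas the values cover 45101 probe sets, the content of the full array of that generation. The authors processed the raw data with MAS5 and deposited the log2 of the scaled signal. The log base was read from the values, since only base 2 gave trimmed means of the signal close to a usual scaling target (97.7 to 101.8 units). The MAS5 version and its scaling target are not given in the sources used here, and no detection calls were used. The design had assumed unlogged signals. The log2 values were used as deposited, and ratios were computed as 2 to the power of a log2 difference.

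From these values, 64 control probe sets were left out. The probe annotation used here gives 1 gene symbol for 34945 of the remaining 45037 probe sets, several for 932 and none for 9160. Only the first group was named, 18193 genes in all, and none of the symbols was changed by the reference gene table. Each gene was represented by its probe set with the highest mean log2 value over the 4 arrays. No floor, pseudocount or further scaling was applied.

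The change in each line was the log2 value with doxycycline minus the untreated value. The rule of the methods, more than 2-fold in both lines, was applied to all probe sets. The number expected without a shared response was taken from 1000 shuffles of the changes of line 8542 within bins of 100 probe sets of similar mean level, and from the product of the numbers past the rule in each line divided by the number of probe sets. A linear model with terms for line and treatment was fitted with limma 3.58.1 (R 4.3.3) to the 33778 probe sets at or above the 25th percentile of mean log2 value, with eBayes, an intensity trend and Benjamini-Hochberg adjustment, and a probe set was called at an adjusted p under 0.05. The model left 1 residual degree of freedom, to which the moderation added 6.18 prior degrees of freedom. Line is a valid block because both arrays of a pair come from the same cell line, and arrays of 1 line deviated together from the condition means (r = 0.36 across tested probe sets). A difference between the lines in their response could not be tested, since a model with that term has no residual degrees of freedom, and an exact test over 2 lines cannot go below p = 0.5. The 2 lines came from separate tumors, with 1 array each per condition. The p values therefore rest on the spread between these lines, moderated by that of other probe sets, and array noise cannot be separated from it. Gene lists were tested with camera on the genes tested in limma (15070), with a preset correlation of 0.01, also with an estimated correlation, and against 10000 random lists matched on mean level. With an estimated correlation camera rests on the 1 residual degree of freedom, so that hardly any list can pass.

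The lists, fixed before the data were examined, were NOTCH target genes, NOTCH pathway components, pluripotency factors, MYC target and nucleolar genes, DNA replication and G1/S genes, mitosis genes, p53 targets and CDK inhibitors, pro-apoptotic and anti-apoptotic genes, luminal epithelium, basal epithelium, luminal progenitor, tumour-initiating cell markers, epithelial to mesenchymal transition, leukocytes, fibroblasts, endothelium, adipocytes, integrated stress response, nuclear-encoded mitochondrial respiratory chain, interferon-stimulated genes, NF-kB and inflammatory genes, sterol and fatty acid synthesis, hypoxia and glycolysis, WNT and Hedgehog targets, immediate early genes, and housekeeping genes. Genes were named by a rule of 4 parts, also fixed beforehand. They were the genes the paper names in its array result, genes it names elsewhere that bear on these lines, the 15 genes with the largest mean change in each direction among those tested and past the 2-fold rule, and up to 4 members of each list with the largest changes past that rule. Zfp143, which the paper names, had no probe set with a single gene symbol and was not analysed here. A gene that meets this rule is not reported here.

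The model was tested on simulated data with the spread and levels of these arrays, in which 100 of 33778 probe sets were changed by 1 on the log2 scale and 100 by 2. Of those changed by 1, 28% were called by limma and 20% passed the 2-fold rule, and of those changed by 2 the shares were 65% and 93%. Of the unchanged probe sets 0.119% (40) were called and 1.64% passed the 2-fold rule in one direction or the other, and the called ones made up 30.1% of all calls, so that an adjusted p under 0.05 did not hold false calls to the share it names. Alternatives, whose effects are given with the closing observations, were filters on level, a floor and a pseudocount at the 20th percentile of all values (5.52 units), quantile normalization, median centring, thresholds of 1.5-fold and 3-fold, counting per gene, limma without the trend or without the block, the methods' paired t-test (named in the paper for the MTT assay, not for the arrays), an adjusted p under 0.10, each line alone, and the mean of all probe sets of a gene. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.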

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

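The tests of explanations in this part were all chosen after the results were seen. Differences between the lines were not tested, because each line had 1 array per condition. Among tested probe sets, 357 changed by more than 2-fold in opposite directions in the lines, against 2064 that changed by as much in the same direction and 587 opposite ones expected from shuffled changes. Krt5, the gene of a basal cytokeratin, moved apart between the lines (log2 fold change of -0.87 in line 8534 and 1.13 in line 8542, a difference of 2.01). The medians of 2 lists with opposite signs in the lines were taken up for their rank among matched random lists, which do not give the spread of members that move together. Immediate early genes lay at 0.24 in line 8534 and -0.28 in line 8542 (median difference -0.39), and genes of hypoxia and glycolysis at 0.04 and -0.20 (median difference -0.29).

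Several gene groups outside the paper's array result shifted as lists. Median log2 fold changes were -2.65 for genes of DNA replication, -3.06 for mitosis genes and -0.61 for MYC target and nucleolar genes. They were -0.34 for sterol and fatty acid synthesis (camera adjusted p = 0.000839) and -0.17 for the nuclear-encoded mitochondrial respiratory chain (adjusted p = 0.0124), of which 1 of 27 members was called and whose median was -0.050 after quantile normalization (adjusted p = 0.196). Higher groups were NF-kB and inflammatory genes (0.90, adjusted p = 0.000219), p53 targets and CDK inhibitors (0.68, adjusted p = 1.52e-05), interferon-stimulated genes (0.61, adjusted p = 3.14e-05), basal epithelium (0.49, adjusted p = 0.0275), luminal epithelium (0.46, adjusted p = 0.00662) and pro-apoptotic genes (0.33, adjusted p = 0.0144). With an estimated correlation no list passed (adjusted p from 0.647 to 0.881). That version rests on 1 residual degree of freedom, so that hardly any list could pass, and it cannot decide whether a list shifted.

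The fall of replication and mitosis genes was the largest group change. The scaling of the arrays is argued against, since the median member of these lists still fell by 2.94 on the log2 scale after quantile normalization. RNA degradation in treated cells is argued against too, as no 3' to 5' difference of a control gene changed by more than 0.056. Doxycycline acting without the transgene cannot be told apart from the loss of ICN1, because no cells without the transgene were treated on these arrays. The integrated stress response, which drugs against mitochondrial translation can raise, gave a camera adjusted p of 0.122, and the loss of ICN1 remains untested against it.

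Mitosis and interferon-stimulated genes changed more in line 8542. Of 31 mitosis genes 29 changed by more there, with medians of -2.20 in line 8534 and -3.79 in line 8542, and of 23 interferon-stimulated genes 19 did, with medians of 0.14 and 1.24. A larger overall response of line 8542 cannot be told apart from a response of these genes alone. The ratio of the changes between the lines was 1.66 for mitosis genes (percentile 100 of random sets of other called genes) and 1.35 for the 7 called interferon-stimulated genes (percentile 79.1). The median ratios for other called genes of the same direction were 1.13 and 1.17. Members of each list may move together, which 1 array per line and condition cannot show, so random sets do not give their spread. The estimated correlations (0.87 and 0.67) do not settle this, since they rest on 1 residual degree of freedom, the difference between the lines itself. Values near background are argued against for both, since with the floor the lines still differed by -1.55 for mitosis genes and by 0.72 for interferon-stimulated genes, while a difference between the lines themselves or between undocumented batches stays open.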

How the results depend on the processing

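No called list, and no called gene given here with its folds, reversed under an alternative that was run for it. The alternatives were set before the data were examined, except the limma fit without a filter for genes below it, which was added afterwards. Signal over background limits the counts, since most ratios that a filter or a floor removed came from probe sets near background. By the 2-fold rule 1551 probe sets were higher and 1980 lower. The filter at the 25th percentile gave 788 and 1276, the filter at the median 401 and 844, the pseudocount 627 and 1098, a 1.5-fold rule 3522 and 3892, a 3-fold rule 585 and 915, and counting per gene 562 and 804. The floor gave 832 and 1337. Either line alone gave 5156 to 5254 higher and 5050 to 5702 lower. The correlation between lines was 0.25 with no filter and 0.70 with the filter at the median.

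The limma counts depended on the variance model. Without the trend 0 were higher and 0 lower (2444 and 2846 at an unadjusted p under 0.05). Without the replicate block, the pairing by line, 9 were higher and 83 lower. The methods' paired t-test gave 1415 and 1654 unadjusted, and 0 and 0 after Benjamini-Hochberg. At an adjusted p under 0.10, 1992 were higher and 2608 lower. In the simulation 30.1% of limma calls were false.

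Without the replicate block, which is paired by line, Dtx1 (-1.76, limma adjusted p = 0.0642) and Myc (-1.27, adjusted p = 0.107) no longer passed, with 63 of the genes named here in all. Over the mean of all probe sets of a gene 7 no longer passed, among them Dtx1 (-1.38, adjusted p = 0.0826), whose other probe set lay under the filter and was lower too. Hes1 passed with the floor (-0.60, adjusted p = 0.0447). Nanog was at -1.43 with the floor and -1.50 with the pseudocount.

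With an estimated correlation none of the 12 called lists passed (adjusted p = 0.723 for interferon-stimulated genes, 0.66 for MYC targets and 0.647 for the basal, replication, luminal, respiratory chain, mitosis, NF-kB, NOTCH target, p53, pro-apoptotic and sterol lists). With 1 residual degree of freedom this version cannot decide whether a list shifted. The basal list no longer passed with quantile normalization (median 0.48), with no replicate block (0.49) or over the mean of all probe sets (0.23), nor the respiratory chain list with quantile normalization (-0.050) or against matched random lists (percentile 8.65). Fibroblast genes passed only against matched random lists (percentile 97.9). In either line alone, medians ran from 0.20 to 0.36 for adipocytes, -0.14 to -0.11 for anti-apoptotic genes, 0.37 to 0.46 for basal epithelium, -2.69 to -2.45 for replication, -0.30 to 0.10 for endothelium, 0.095 to 0.58 for the stress response, -0.17 to -0.15 for the respiratory chain, 0.73 to 0.81 for NF-kB, 0.040 to 0.24 for NOTCH components, -1.08 to -0.88 for NOTCH targets, 0.42 to 0.78 for p53 targets, -0.24 to 0.089 for pluripotency, -0.36 to -0.34 for sterol synthesis, -0.067 to 0.10 for tumour-initiating cell markers and -0.15 to -0.028 for WNT and Hedgehog targets. Interferon-stimulated genes lay at 0.14 in line 8534 and 1.24 in line 8542. Medians had opposite signs for the epithelial to mesenchymal transition (0.53 in line 8534 and -0.19 in line 8542). The same held for luminal progenitor genes (0.057 in line 8534 and -0.16 in line 8542).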

Differences from the paper's values

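The Nanog decrease computed here, 8.97-fold, lay within the spread between the lines of the paper's reported value. The paper gives a P for this decrease, and the text does not name the test used for the arrays. The p computed here was 0.00588 in limma over all probe sets, a fit added after the values were seen, with an adjusted p of 0.0826, and 0.0651 in the methods' paired t-test, which the paper names for its MTT assay. Among the alternatives set before the data were examined, the floor, at which both treated arrays lay, gives a lower bound of 2.69-fold, and the pseudocount, which shrinks ratios of low signals, gave 2.82-fold.

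The paper lists Hes1 among the genes whose expression decreased, and its discussion calls the decrease significant. It also measured Hes1 by quantitative real-time PCR in tumor cell lines (Figure 4A), and reports lower levels in tumors of doxycycline-treated mice (Figure 6B). The values below concern the arrays alone. Here Hes1 was 1.74-fold lower in line 8534 and 1.32-fold lower in line 8542, under the 2-fold rule in both, with a limma adjusted p of 0.0579 (unadjusted p = 0.00582). With the floor its adjusted p was 0.0447, and under the other alternatives set before the data were examined that give one it lay between 0.0563 and 0.338. Hey1, Dtx1 and Myc, named beside it, fell by more than 2-fold in both lines and passed the test.

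The methods name the A version of the mouse genome array, whereas the values used here have the probe sets of the full array of that generation (45037 without controls).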

Other observations

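The test of low-signal noise for Nanog in this part was chosen before its result was seen. Some genes that restrain the cell cycle or promote apoptosis rose at 24 hours. For these lines the paper reports, from DNA content over 72 hours, more sub-G1 cells and little to no cell-cycle arrest (Figure 3D). Neither list passed with an estimated correlation (adjusted p = 0.647 for both), a version that cannot decide with 1 residual degree of freedom. Of 23 p53 targets and CDK inhibitors, 9 rose and 2 fell in limma (13 rose and 2 fell when adjusted over the list alone). Gadd45a rose 3.38-fold in line 8534 and 6.84-fold in line 8542, the antiproliferative gene Btg2 2.55-fold and 2.35-fold, and Cdkn2a, which encodes the CDK inhibitor p16 and ARF, 2.18-fold and 2.69-fold, whereas Perp fell 2.35-fold and 2.66-fold. Of 20 pro-apoptotic genes, 4 rose and 1 fell (6 and 2 when adjusted over the list alone). The BH3-only genes Bmf (4.18-fold and 7.74-fold) and Bik (3.08-fold and 3.36-fold) and the mitochondrial protein gene Bnip3 (2.06-fold and 2.36-fold) rose, and Diablo, which encodes an antagonist of apoptosis inhibitors, fell 5.05-fold and 2.33-fold. Of 11 anti-apoptotic genes 2 fell and none rose (2 and none when adjusted over the list alone; camera adjusted p = 0.295), among them Birc5, also a mitosis gene.

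Some inflammatory genes rose. Neither list passed with an estimated correlation (adjusted p = 0.647 for NF-kB genes and 0.723 for interferon-stimulated genes), which cannot decide with 1 residual degree of freedom. Of 22 NF-kB and inflammatory genes 8 rose and none fell (9 rose and 1 fell when adjusted over the list alone), with Ccl20 3.29-fold and 11.2-fold and Lcn2 6.51-fold and 3.86-fold higher. Of 23 interferon-stimulated genes 7 rose and none fell (11 and 1 when adjusted over the list alone), with Gbp2 2.82-fold and 6.64-fold and Ifit1 4.46-fold and 2.89-fold higher. Oas2 was 3.26-fold and 2.63-fold lower but did not pass the test (limma adjusted p = 0.122). Leukocyte markers did not pass as a list (medians of 0.40 and 0.10, camera adjusted p = 0.225), and none of 11 was called.

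Some luminal and basal genes rose. Neither list passed with an estimated correlation (adjusted p = 0.647 for both), which cannot decide with 1 residual degree of freedom. The basal list also did not pass with quantile normalization (adjusted p = 0.0507), with no replicate block (0.313) or over the mean of all probe sets (0.165). Of 23 luminal genes 6 rose and 1 fell (9 and 1 when adjusted over the list alone), with Cldn4 2.72-fold and 3.00-fold and Wfdc18 2.23-fold and 2.99-fold higher. Krt8 and Krt18, whose proteins the paper detected in these lines, rose 1.48-fold and 1.31-fold, and 1.38-fold and 1.54-fold. Neither passed in the fit over the mean of all probe sets of each gene (limma adjusted p = 0.0723 and 0.0505), where their log2 fold changes were close to these (0.45 and 0.54). This loss does not reflect disagreement between probe sets. Krt18 had no other probe set, and each probe set of Krt8 passed in the main fit (limma adjusted p = 0.0295, 0.0324 and 0.0362). Of 19 basal genes 4 rose and 1 fell (7 and 2 when adjusted over the list alone), among them Tagln and Cnn1, but the floor ended the call of Cnn1 (4.41-fold and 1.31-fold with the floor, limma adjusted p = 0.141). Krt14 differed between the lines before treatment, at 1379 units in line 8534 and 15.9 units in line 8542, and did not pass the test (limma adjusted p = 0.0635). Itgb3, the gene of the luminal progenitor marker CD61, was 1.07-fold and 2.23-fold higher and did not pass the test (limma adjusted p = 0.184). Luminal progenitor genes went both ways (3 rose and 1 fell of 16, 3 and 4 when adjusted over the list alone; camera adjusted p = 0.86), with Elf5, a regulator of the alveolar luminal lineage, falling 5.06-fold and 3.19-fold while Lif rose 5.88-fold and 3.89-fold. Itgb1, the gene of CD29, rose 1.65-fold in line 8534 and 1.60-fold in line 8542 (limma adjusted p = 0.013). Of its 5 other probe sets, 2 changed in the opposite direction. Both had low signals (mean log2 values 3.07 and 3.23) and did not pass the test (limma adjusted p = 0.907 and 0.570). Probe set 1452545_a_at, with a mean log2 value of 9.08, was higher by 1.05 and 0.67 on the log2 scale (limma adjusted p = 0.0114). Esr1, Pgr, Erbb2, Cd44, Cd24a and Cdh1 did not pass the test, and Erbb4 lay under the filter.

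Of 22 genes of sterol and fatty acid synthesis, 4 fell and none rose (7 and none when adjusted over the list alone). Of 27 genes of the nuclear-encoded respiratory chain 1 fell (none when adjusted over the list alone). The lists that follow did not pass camera. Fibroblast genes (2 rose and 2 fell of 16, and as many when adjusted over the list alone; adjusted p = 0.522) went both ways, with Col6a1 6.92-fold and 8.62-fold lower and Postn 7.04-fold and 7.92-fold higher. Of 16 WNT and Hedgehog targets 3 fell and 1 rose (5 and 1 when adjusted over the list alone; adjusted p = 0.249), and Wnt4 fell 4.82-fold and 4.13-fold. Of 11 tumour-initiating cell markers 3 fell and 1 rose (3 and 3 when adjusted over the list alone; adjusted p = 0.707), and the chemokine receptor Cxcr4 fell 4.21-fold and 5.66-fold. Of 11 endothelial genes 2 fell and none rose (as many when adjusted over the list alone; adjusted p = 0.649), and Flt1 fell 2.39-fold and 2.35-fold. Of 16 genes of the epithelial to mesenchymal transition 3 rose and 2 fell (as many when adjusted over the list alone; adjusted p = 0.35). Of 25 genes of the integrated stress response 4 rose and 3 fell (8 and 5 when adjusted over the list alone), of 23 of hypoxia and glycolysis 2 rose and 3 fell (3 and 5; adjusted p = 0.704), and of 24 immediate early genes 2 rose and 1 fell (3 and 2; adjusted p = 0.707). None of 4 adipocyte genes was called (adjusted p = 0.704). Of 11 housekeeping genes 1 rose and 1 fell (1 and 4 when adjusted over the list alone; adjusted p = 0.241), and B2m rose 2.00-fold and 2.37-fold.

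The lower Nanog signal was set against noise of low signals. Of 4400 probe sets within 0.5 log2 units of its mean level, 17 (0.387%) were lower in both lines by at least the smaller of its changes, and shuffled changes gave 7.34 on average. The ratio of expected to observed, 0.432, lay between the bounds set for and against noise, so that noise of low signals cannot be told apart from a response to ICN1 for Nanog on these arrays alone. The paper's quantitative real-time PCR, which is another assay, runs in the same direction (Figure 4A).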
